A study of Mus musculus with 8 samples. Its data were reported in "Mutant CEBPA promotes tolerance to inflammatory stress through deficient AP-1 activation" (2025).

How the data were processed

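H3K27ac HiChIP was carried out by the authors in HPC-7 cells that carried p30 or p42, untreated or after 2 h of LPS at 100 ng/mL, with 2 replicates per group and 8 libraries in all. According to the study's methods, the reads were mapped to the mouse genome build mm39 with BWA-MEM, ligation products were recorded and PCR duplicates removed with pairtools, and interactions were called with FitHiChIP. The authors deposited 4 interaction lists, 1 per group, in bins of 5 kb and at a q-value under 0.01. Each list has 26 columns without a header, which follow the order of a FitHiChIP table. How the replicates were pooled was not stated. Of the columns, 6 give positions, 11 give values that were used and 9 were not used; 6 of the latter hold only 0.

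The contact count deposited by the authors is the whole number of ligation products between both bins, without normalization. The expected count in the deposited lists is the caller's estimate for that bin pair from its distance and from the coverage of the bins. The deposited contact probability is a fraction, the expected count divided by the number of modelled contacts. The q-value was computed by the authors' caller from a binomial p-value with Benjamini-Hochberg adjustment over all tested bin pairs. Deposited coverage is the number of reads per bin, and a flag marks bins with an H3K27ac peak. The caller corrects for coverage, which can remove part of a real difference in contacts where H3K27ac itself differs, and it lists significant pairs alone, so that the contacts of a pair missing from a list are unknown.

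The lists were read as deposited. The number of modelled contacts was taken from the ratio of expected count to probability, and the number of tested pairs from the q-values; it was 8315144 for p30 UT, 6535104 for p30 LPS, 7763963 for p42 UT and 7459155 for p42 LPS. The q-values recomputed from the contact counts differed from the deposited ones by at most 0.984%. The mean coverage of peak bins and of other bins was taken from the ratio of coverage to the caller's coverage bias. Shares of contacts and loops have 95% Wilson intervals, which cover counting error only. No loop lay beyond the chromosome ends of the reference genome GRCm39, the assembly behind mm39, and all 21 chromosome names were found there.

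Loops were called shared when both bins were identical. Lists of equal size were made by keeping the 78591 loops with the smallest q-values of each list, which corresponds to q-values up to 0.00897 in p30 UT, 0.00379 in p30 LPS, 7e-05 in p42 UT and 0.01 in p42 LPS. Genes were the 21751 protein-coding genes of GENCODE M39, each with the start of its canonical transcript, and a promoter loop has a bin that holds this start site. Lists of inflammatory (205), AP-1 (15) and ribosomal protein (73) genes and a panel of 16 genes were written before the data were examined, as were the comparisons and most alternatives; the lists of granulocyte (30) and of erythroid and megakaryocyte genes (30, of which 1 is in the inflammatory list and was dropped) were written later. The AP-1 list shares 0 genes with the inflammatory list. A list's mean difference in promoter loops was set against 10000 random lists of the same size, matched in deciles of the mean number of promoter loops, and is given as a percentile that describes these libraries; no p-value across genes was computed. Percentiles above 97.5 or below 2.5 were read as outside the random lists. Genes named are the members of the panel and of the AP-1 list, and the 5 genes per direction with the largest differences of the same sign under both treatments, ranked by the smaller of both differences in lists of equal size.

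For loops in all 4 lists, the contacts of 2 lists were compared by a two-sided exact binomial test with Benjamini-Hochberg adjustment, which compares those libraries and not the conditions. To test for the number of modelled contacts and for coverage, contacts were removed at random from each list (binomial thinning, seed 7) and the caller's binomial p-values and adjustment were computed again on the listed pairs. Motifs were searched on both strands of the GRCm39 sequence of peak bins. The statistics were tested on simulated data first. Thinning 1000000 simulated pairs gave 98.6% of the loops of an independent draw at the lower depth. The binomial test recovered 83.5% of 200 changed loops among 30000, and 1.18% of its calls were false. Of 100 simulated gene lists among 9000 genes, 99% with a planted shift were found, and 3% without a shift lay outside the random lists. These lists were longer than the AP-1, granulocyte and erythroid and megakaryocyte lists, so the share found does not hold for those. The overlap found 2000 of 2000 planted shared loops.

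The alternatives were stricter q-values (0.001 and 1e-05), a minimum of 5 contacts, autosomes, merging of adjacent bin pairs, lists of equal size, 1 bin of slack, loops in all 4 lists, a minimum of 10 contacts over both lists, a wider promoter window, shares of contacts, matching on coverage, and, added later, thinning, a minimum distance of 20 kb and 1 gene per 1 Mb window. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.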

Results

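Chromatin contacts between active regulatory regions were measured by HiChIP in HPC-7 cells, a mouse haematopoietic progenitor line. HiChIP ligates DNA fragments that lie close together in the nucleus and enriches the ligation products with an antibody, here against H3K27ac, a histone mark of active promoters and enhancers. The cells carried 1 of 2 isoforms of the transcription factor CEBPA: the full-length p42, or the shorter p30. Both are translated from the same transcript, and leukaemia-associated mutations lead to the production of p30 alone. The study's main HPC-7 lines carried the isoform as an introduced fusion protein, sent to the nucleus by 4-hydroxytamoxifen. Untreated below means without LPS. Each line was left untreated (UT) or was exposed for 2 h to 100 ng/mL of lipopolysaccharide (LPS), a bacterial ligand that triggers an inflammatory response. These were 8 libraries in 4 groups (p30 UT, p30 LPS, p42 UT and p42 LPS), with 2 replicates in each. The authors deposited 1 list of significant interactions (loops) per group, with both replicates pooled. Replicates could therefore not be compared, no spread between replicates was measured, and every difference below compares those libraries, not the conditions.

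A loop is a pair of 5 kb bins with more contacts than the caller expected, at a q-value under 0.01. The number of contacts that entered the caller's model was used as the depth of each list. All listed loops had a peak bin, so this number may cover contacts of peak bins alone, in which case it depends on the enrichment and is not the sequencing depth. It was 17976716 in p30 UT, 14503330 in p30 LPS, 18999991 in p42 UT and 15831583 in p42 LPS. The mean coverage of bins with an H3K27ac peak was 2406 in p30 UT, 2239 in p30 LPS, 2911 in p42 UT and 1939 in p42 LPS. That of the other bins in the lists' model was 609 in p30 UT, 393 in p30 LPS, 456 in p42 UT and 471 in p42 LPS. The ratio of both means was thus 3.95 in p30 UT, 5.70 in p30 LPS, 6.38 in p42 UT and 4.12 in p42 LPS.

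The first question was whether the number, distance or strength of interactions differed between the isoforms. The lists held 80489 loops in p30 UT, 94609 in p30 LPS, 158233 in p42 UT and 78591 in p42 LPS. In untreated cells the p42 list had 1.97 times as many loops as the p30 list, and after LPS it had 0.831 times as many. LPS went with 1.18 times as many loops in p30 and 0.497 times as many in p42. The share of modelled contacts that fell in loops was 12.7% in p30 UT (95% Wilson interval 12.70 to 12.73), 18.2% in p30 LPS (18.13 to 18.17), 25.2% in p42 UT (25.18 to 25.22) and 13.6% in p42 LPS (13.55 to 13.59). These and all other intervals cover counting error only. The setting that lowered the UT ratio most was merging adjacent bin pairs into clusters, to 1.39. Contacts were also removed at random until all lists had the same mean coverage of a class of bins, which was chosen after the data were seen. With equal coverage of other bins the UT ratio rose to 3.17, the largest change. Equal coverage of peak bins turned the LPS ratio from 0.831 to 1.05 and left the UT ratio at 1.72.

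**Figure D1:**
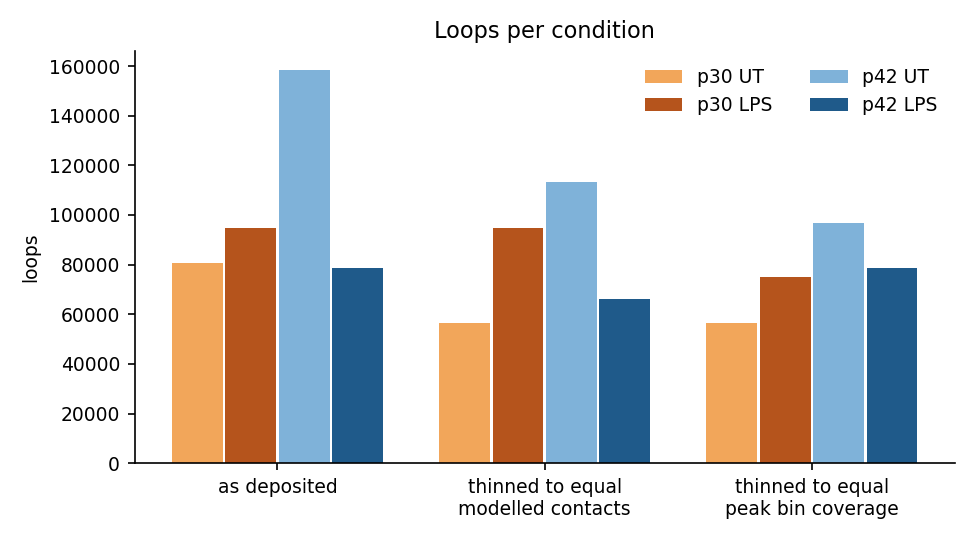
Number of loops (y axis) in each of the 4 lists as deposited, and after contacts were removed at random until all lists had equal modelled contacts or equal mean coverage of peak bins (x axis); each bar is 1 list of pooled replicates. The p42 UT list was the longest of the 4 in all 3 settings, with 158233, 113421 and 96783 loops.

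Distances differed little. The median distance between the bins of a loop was 45 kb in p30 UT (quartiles 20 and 90), 35 kb in p30 LPS (15 and 80), 40 kb in p42 UT (20 and 85) and 40 kb in p42 LPS (15 and 80). Loops longer than 100 kb made up 20.8% of the p30 UT list, 17.6% of p30 LPS, 19.5% of p42 UT and 18.6% of p42 LPS. A loop had a median of 20 contacts in p30 UT, 19 in p30 LPS, 20 in p42 UT and 19 in p42 LPS. The median ratio of observed to expected contacts was 4.34 in p30 UT, 4.31 in p30 LPS, 4.24 in p42 UT and 4.33 in p42 LPS. Loops that joined 2 peak bins were 88.7%, 91.2%, 90.8% and 91.3% of the same lists. Restricting the lists to loops found in all 4 raised the median contacts most, to 39 in p42 UT and 27 in p42 LPS.

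The overlap between lists addressed which interactions were common to both isoforms. In untreated cells 59069 loops had both bins identical in the p30 and p42 lists, which was 73.4% of the p30 list (95% Wilson interval 73.1 to 73.7) and 37.3% of the p42 list (37.1 to 37.6). After LPS 46110 loops were shared, 48.7% of the p30 list (48.4 to 49.1) and 58.7% of the p42 list (58.3 to 59.0). The shared loops made up 32.9% of the union in UT and 36.3% in LPS. Between UT and LPS, 47004 loops were shared in p30 (36.7% of the union) and 59847 in p42 (33.8% of the union). The overlap between treatments within an isoform was thus close to that between isoforms within a treatment. Allowing each bin to shift by 1 bin moved these values most, to 65.4% of the union between isoforms in UT and 70.5% in LPS.

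To remove the effect of list length, each list was reduced to its 78591 loops with the smallest q-values. Of the 157557 loops in the union of these lists, 26799 (17%) were in all 4. Loops in a single list numbered 21214 for p30 UT, 18821 for p30 LPS, 15945 for p42 UT and 20327 for p42 LPS. Loops in both p42 lists and neither p30 list numbered 6770, and loops in both p30 lists and neither p42 list 5723. Loops in both UT lists alone numbered 5503, and in both LPS lists alone 5018. The crossed combinations, which no factor of the design links, held 5381 loops (p30 LPS with p42 UT) and 4097 loops (p30 UT with p42 LPS).

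Contacts at the same loops were compared next. Over the 59069 loops shared in UT, the median log2 ratio of p42 to p30 contacts was 0.28 (SD 0.44 across loops). Over the 46110 loops shared in LPS it was 0.00 (SD 0.41). Counting error alone gives an SD of 0.43 in UT and 0.44 in LPS at these contact numbers, so the spread between loops was hardly larger than, or below, the counting error; loops near the threshold are listed only when their counts are high, which narrows the spread. The ratio of modelled contacts was 1.06 in UT and 1.09 in LPS. Across the 31032 loops present in all 4 lists, the centred log2 ratios in UT and in LPS, which share no library, had a Pearson r of 0.24 and a Spearman rho of 0.21; loops are not independent replicates. For comparison, the LPS effects in p30 and in p42 had an r of 0.12 and a rho of 0.11 across the same loops. UT and LPS libraries came from the same p30 and p42 lines, so a lasting line difference would also repeat between treatments.

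A two-sided exact binomial test per loop, with Benjamini-Hochberg adjustment over the 31032 loops, found 581 loops with more contacts in p42 UT and 179 with more in p30 UT at an adjusted p under 0.05. In LPS it found 122 with more in p42 and 189 with more in p30. Of these, 66 were higher in p42 under both treatments, 26 were higher in p30 under both and 2 changed in opposite directions. When the caller's expected counts, which carry the coverage of the 2 bins, set the null share in place of the mean ratio, 7 and 2 loops remained in UT and 1 and 1 in LPS, all of them among the loops found before. The contact ratio thus followed the coverage of the bins: its correlation with the summed log2 coverage ratio of the 2 bins was 0.61 in UT and 0.54 in LPS across loops.

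Loops were then assigned to genes through the bin that holds the start site of a gene. Of 21751 protein-coding genes, 8094 had a loop at the start site (promoter loop) in p30 UT, 8423 in p30 LPS, 9744 in p42 UT and 7628 in p42 LPS. With lists of equal size the numbers were 8017, 7868, 7744 and 7628, and the p42 to p30 ratio in UT went from 1.20 to 0.966, a change of direction.

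The next question was whether interactions at inflammatory genes were stronger with p42. In lists of equal size, 159 of 205 inflammatory genes had a promoter loop in at least 1 list. After LPS their mean difference in promoter loops (p42 minus p30) was 0.591 per gene, against a mean of -0.540 (SD 0.207) in 10000 random gene lists with the same numbers of loops, and it lay above 100% of the random lists; 70 genes had more loops in p42, 53 had fewer and 36 had as many. In untreated cells the mean difference was 1.08 per gene against 0.378 (SD 0.199) in random lists, above 99.97% of them, with 82 genes higher in p42, 38 lower and 39 equal. The difference was thus present before LPS as well. With the lists as deposited, the UT value fell to the percentile 79.5, inside the random lists. The LPS value stayed at 100, but its direction changed: the mean difference was -0.295 per gene against -1.37 (SD 0.206) in random lists, with 51 genes higher in p42, 74 lower and 41 equal.

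Genes of the AP-1 family, the other group of interest, were inside the random lists. The 14 of 15 with loops had a mean difference of 0.643 per gene in UT (percentile 67.4) and of -0.429 after LPS (percentile 55.7). With so few genes the random lists were wide (SD 0.673 in UT and 0.695 after LPS). A shift like that of the inflammatory genes could thus stay inside them, and the test does not exclude it. Ribosomal protein genes served as a control list. The 63 of 73 with loops had a mean difference of 0.635 in UT (percentile 83.3) and of -1.06 after LPS (percentile 2.2), so this control list also left the range of random lists after LPS, in the direction of p30. In 4 of 6 alternatives, all chosen after the data were seen, it was inside the random lists, at a percentile of up to 11.6.

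**Figure D2:**
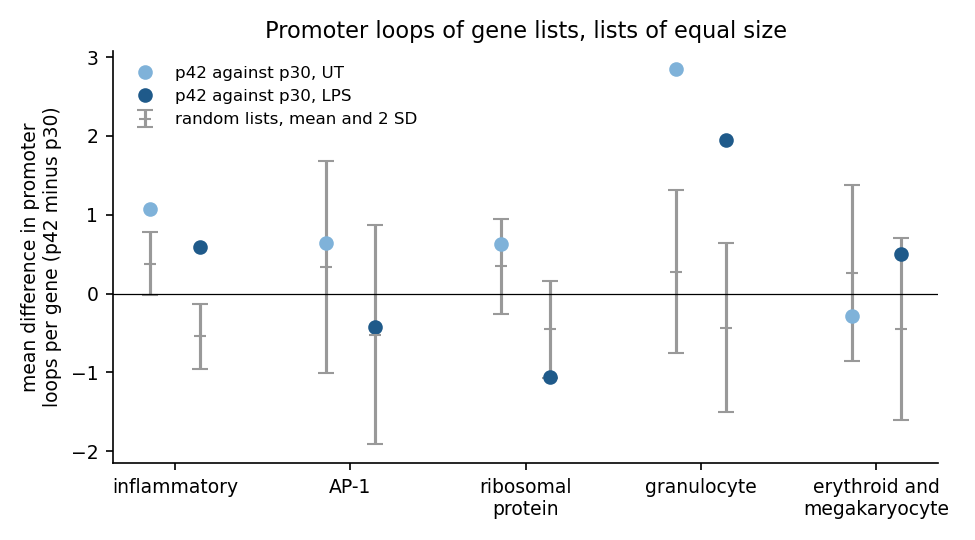
Mean difference in promoter loops per gene (p42 minus p30, y axis) of 5 gene lists (x axis) in UT and LPS lists of equal size; points are the gene lists, and grey bars the mean and 2 SD of 10000 random lists matched on promoter loops. The inflammatory genes lay above their random lists in UT (1.08) and LPS (0.591); the granulocyte and the erythroid and megakaryocyte lists were added after the other 3 had been seen.

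Single genes were compared by their promoter loops in the 4 deposited lists. Of the 16 genes in the panel chosen beforehand, Cxcl9, Cxcl11 and Il12b had no promoter loop in any list. In lists of equal size, 12 of the 16 had more loops in p42 than in p30 after LPS, and 1 had fewer. The 3 equal genes were those without loops. In the lists as deposited 8 had more, 2 had fewer and 6 were equal. The panel was not set against random lists. Fos, Cxcl10, Il6 and Cebpb, among others, are genes the study named as higher with p42, by RNA or secreted protein. It also tied Fos, Cebpb, Ccl9, Gadd45a and Ppp1r15b to CEBPA and ATF4 sites through its HiChIP loops. A majority for p42 may thus be partly built in. Nfkbia (chromosome 12, 55535332 to 55539432) had 9 promoter loops in p30 UT, 23 in p30 LPS, 26 in p42 UT and 20 in p42 LPS. Il6 (chromosome 5, 30218112 to 30224979) had 2 in p30 UT, 9 in p30 LPS, 6 in p42 UT and 12 in p42 LPS. Cxcl2 (chromosome 5, 91051730 to 91053797) had none in either p30 list, 5 in p42 UT and 5 in p42 LPS. Cebpb (chromosome 2, 167530835 to 167532338) had 13 in p30 UT, 21 in p30 LPS, 33 in p42 UT and 21 in p42 LPS. Ppp1r15b (chromosome 1, 133058881 to 133067539) had 7 in p30 UT, 11 in p30 LPS, 22 in p42 UT and 18 in p42 LPS. In lists of equal size, p30 and p42 had 9 and 17 loops at Nfkbia in UT, and 19 and 20 after LPS. In the same order, the counts were 2 and 2, then 4 and 12, at Il6, and 0 and 1, then 0 and 5, at Cxcl2. They were 13 and 20, then 17 and 21, at Cebpb, and 6 and 15, then 11 and 18, at Ppp1r15b. Among the AP-1 genes, Batf2 had no promoter loop. After LPS 6 of the 15 had more loops in p42 and 7 had fewer, both in lists of equal size and as deposited. In UT 7 had more and 2 had fewer in lists of equal size. In the lists as deposited, where the p42 UT list was the longest, 13 had more in UT and 0 had fewer.

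The genes that differed most in the same direction under both treatments were taken from lists of equal size. Cebpe (chromosome 14, 54947817 to 54949631) had 5 promoter loops in p30 UT and 1 in p30 LPS, against 19 in p42 UT and 15 in p42 LPS. The other genes with more loops in p42 were Msrb1 (chromosome 17), Erg (chromosome 16), Lpin2 (chromosome 17) and Bhlhe40 (chromosome 6), with a smaller difference of 11, 10, 10 and 9 loops. In the opposite direction, Mrpl23 (chromosome 7, 142086423 to 142094486) had 27 in p30 UT and 19 in p30 LPS, against 15 in p42 UT and 9 in p42 LPS. H2-Ob (chromosome 17), Hgfac (chromosome 5), Atp2b4 (chromosome 1) and Rex1bd (chromosome 8) followed, with a smaller difference of 10, 7, 7 and 7 loops. For these 5 genes the excess of p30 in UT was small, absent or reversed in the lists as deposited, where p30 UT and p42 UT had 27 and 25 loops at Mrpl23, 23 and 22 at H2-Ob, 15 and 20 at Hgfac, 23 and 23 at Atp2b4, and 17 and 21 at Rex1bd. Across the 10513 genes with a promoter loop in the lists as deposited, the differences in UT and in LPS, counted in lists of equal size, had an r of 0.22; 1366 genes had more loops in p42 under both treatments, 1547 had more in p30 under both and 2178 changed direction.

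Fos was examined as the AP-1 gene of most interest. It lies on chromosome 12 from 85520658 to 85524047 (GRCm39), with its start site in the bin from 85520001 to 85525000. The bin had 13 loops in p30 UT, 12 in p30 LPS, 19 in p42 UT and 14 in p42 LPS, most of them with bins upstream in and beside Tmed10, at distances of up to 140 kb. The 8 loops present in all 4 lists held 139 contacts in p30 UT, 134 in p30 LPS, 247 in p42 UT and 164 in p42 LPS. In UT 64% of the contacts of both isoforms came from p42 (95% Wilson interval 59.1 to 68.6), above the 51.4% that the modelled contacts of both lists give and the 54.7% that the caller's expected counts give. After LPS the share was 55.0% (49.4 to 60.6), and its interval included the 52.2% given by modelled contacts, so a difference was not detectable at this depth. A loop with the bin from 85530001 to 85535000, 10 kb downstream over exons of the non-coding genes Gm56541 and Gm60138, was listed with 73 contacts in p42 UT and 48 in p42 LPS, and was in neither p30 list.

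**Figure D3:**
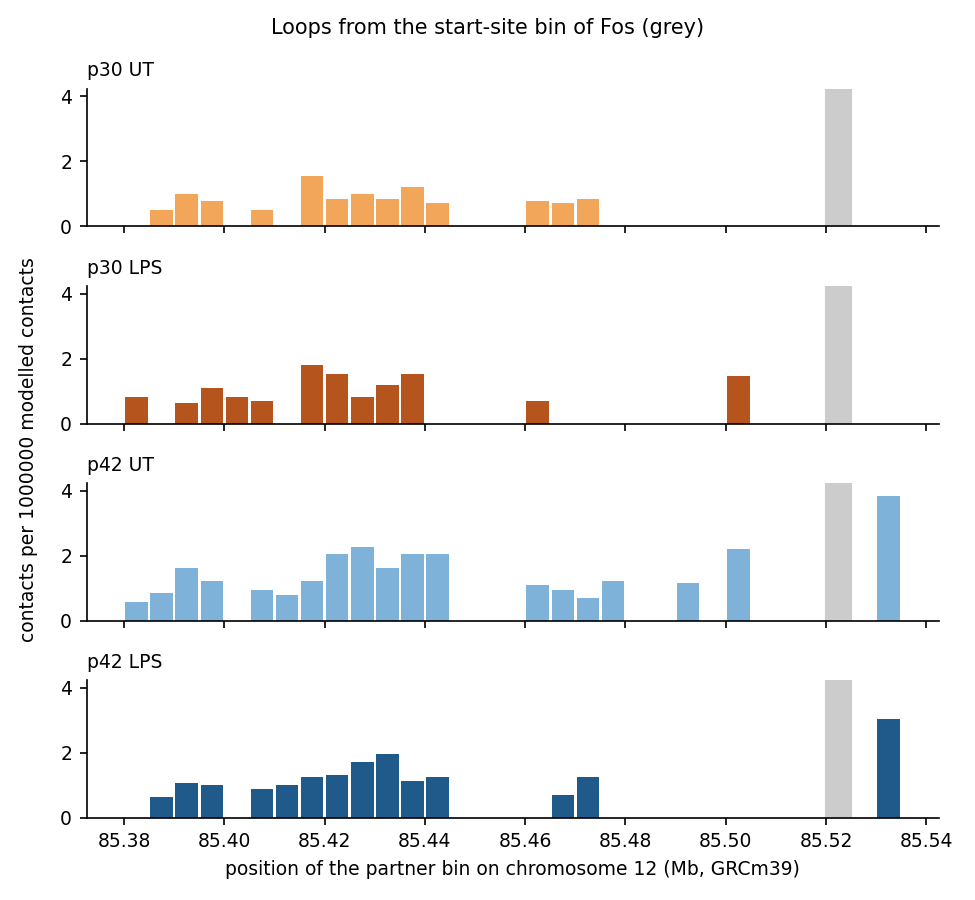
Loops of the Fos start-site bin (grey) in the 4 lists: contacts per 1000000 modelled contacts (y axis) against the position of the partner bin on chromosome 12 (x axis, Mb); each bar is 1 listed loop, and a missing bar means that the pair was not listed. The bin 10 kb downstream appears in the p42 lists alone, with 3.84 such contacts in UT and 3.03 in LPS.

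Cxcl10, an LPS-responsive chemokine gene on chromosome 5 (92494497 to 92496748), had no promoter loop in either UT list. Its start-site bin was joined after LPS to the bin from 92520001 to 92525000, over an exon of Art3, with 16 contacts in p30 LPS and 18 in p42 LPS. A second loop, with the bin from 92515001 to 92520000, was listed in p42 LPS alone, with 28 contacts. Within 100 kb on each side of the start-site bin, the lists held 4 loops in p30 UT, 2 in p30 LPS, 5 in p42 UT and 11 in p42 LPS.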

Values the study reported

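Between the isoforms, the study in general saw no global change in how many interactions there were, or in their strength or span. It did report differences for subsets of genes. Genes with stronger interactions in p30 cells were also more transcribed there, and the reverse held for p42 cells. After LPS, the interactions that were stronger with p42 were enriched for inflammatory response genes. At Cxcl10 it observed interactions in p42 cells that p30 did not form at the same sites. At Fos it described a stronger contact of enhancers with the promoter in p42 cells. It reported that 267 of 513 expressed inflammatory genes (52%) had CEBPA bound at the promoter or at an enhancer. Of these genes, 43 were bound by p42 alone, 46 by p30 alone and 178 by both. By H3K27ac ChIP-seq it counted 4744 peaks that were higher and 3141 that were lower in p30 cells. It described 368 genes regulated by both CEBPA and ATF4 that tended to be more expressed with p42, and 121 genes that behaved in the opposite way.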

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

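The tests for exchanged labels, for the enrichment of peak bins and with equal coverage of other bins were chosen after the result was seen; those for modelled contacts and coverage of peak bins were written down before their outcome was known.

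LPS moved several measures in opposite directions in p30 and p42. Others did not differ in direction. The mean coverage of peak bins fell in both, with a log2 change of -0.104 in p30 and -0.586 in p42. In lists of equal size, inflammatory genes gained promoter loops in both, 0.799 per gene in p30 and 0.314 in p42. In the lists as deposited these changes were 1.54 and -3.03. The measures with opposite directions follow. The log2 change in the number of loops was 0.23 in p30 and -1.01 in p42, a difference of 1.24. The log2 change in the share of contacts in loops was 0.51 in p30 and -0.89 in p42, a difference of 1.41. For genes with promoter loops it was 0.06 and -0.35, a difference of 0.41. In lists of equal size the number fell in both isoforms, with LPS to UT ratios of 0.981 in p30 and 0.985 in p42. For contacts per modelled contact at the 8 Fos loops in all 4 lists the log2 change was 0.26 and -0.33, a difference of 0.58. At Fos the change in p30 was within counting error: 49.1% of the contacts of both treatments came from LPS (95% Wilson interval 43.2 to 55.0), against 44.7% by modelled contacts. In p42 the share was 39.9% (35.3 to 44.7), below the 45.5% by modelled contacts. Loops shared by both p42 lists lost contacts as a whole, with a median log2 ratio of -0.394. Loops in all 4 lists had a median of 39 contacts in p42 UT and 27 in p42 LPS. The lower share in p42 therefore does not show a loss particular to Fos. The coverage of peak bins on the X chromosome, relative to all peak bins, changed by 0.20 and -0.14 on the log2 scale, a difference of 0.34 over 233 bins. Ribosomal protein genes gained 1.00 promoter loop per gene in p30 and lost loops in p42 (-0.698), a difference of 1.70. Random lists moved in the same directions, by 0.293 and -0.502. The loss in p42 was inside them, at the percentile 22.6, and the gain in p30 was above them, at 99.4, but inside them in 5 of 6 alternatives. With 1 list per group, none of these differences could be tested.

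The number of modelled contacts as the whole cause is argued against: when it was made equal the LPS to UT ratio of loops was 1.68 in p30 and 0.582 in p42. The sequencing depth of the libraries was not analysed here. Coverage of other bins is part of the ratio of peak to other bin coverage, so matching on it does not separate depth from enrichment. With equal mean coverage of other bins the LPS to UT ratio of loops was 2.32 in p30 and 0.451 in p42. With equal mean coverage of peak bins it was 1.33 in p30 and 0.812 in p42, still on opposite sides of 1, although closer to each other. An exchange of the UT and LPS labels in 1 isoform is argued against by the start-site bins of inflammatory genes, which gained coverage with LPS in both isoforms, by 0.21 on the log2 scale in p30 and by 0.23 in p42, above 100% of random lists in each. An exchange of isoform labels in 1 treatment is argued against by the p42 to p30 coverage ratios of 31321 peak bins, which correlated between UT and LPS with a Pearson r of 0.554.

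The ratio of peak to other bin coverage stays open. It rose 1.44-fold with LPS in p30 and changed by a factor of 0.646 in p42, a difference of 1.16 on the log2 scale. The lists with the higher ratio, p30 LPS and p42 UT, also had the higher relative coverage of X chromosome bins and shared 5381 loops found in neither other list of equal size, against 4097 for the opposite crossed combination. A difference in the quality of the immunoprecipitation between libraries may therefore account for the opposite directions. An effect of LPS on H3K27ac that depends on the isoform could give the same values, and the 2 cannot be told apart with 1 pooled list per group.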

How the results depend on the processing

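No paired analysis was possible because each deposited list pools both replicates of a group, and for the same reason leaving out each replicate in turn was not run. The settings with thinning, the minimum distance of 20 kb and the 1 Mb windows were chosen after seeing the data, as were all settings for the LPS effect of gene lists and for ribosomal protein genes, and the matching of AP-1 genes on start-site bin coverage.

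Numbers of loops depended on the threshold by construction. At a q-value under 0.001 there were 51258 loops in p30 UT, 62223 in p30 LPS, 110514 in p42 UT and 50336 in p42 LPS, and at 1e-05 there were 25783 in p30 UT, 32870 in p30 LPS, 63454 in p42 UT and 25274 in p42 LPS. Merging adjacent bin pairs left 28635 clusters in p30 UT, 29791 in p30 LPS, 39902 in p42 UT and 26799 in p42 LPS. Thinning to equal modelled contacts left 56363 loops in p30 UT, 94609 in p30 LPS, 113421 in p42 UT and 66010 in p42 LPS, to equal coverage of peak bins 56289, 75077, 96783 and 78591, and to equal coverage of other bins 40798, 94609, 129244 and 58264. A minimum of 5 contacts and the restriction to autosomes moved no ratio of loops beyond its counting error; the former removed almost nothing.

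The p42 to p30 ratio of loops in UT stayed above 1 in all 9 alternatives: 2.16 at a q-value under 0.001, 2.46 at 1e-05, 1.39 for merged clusters, 2.01 with equal modelled contacts, 1.72 with equal coverage of peak bins, 3.17 with equal coverage of other bins and 2.02 from 20 kb on. The LPS ratio was 0.809, 0.769, 0.90, 0.698, 1.05, 0.616 and 0.854 in the same order, so that it reversed with equal coverage of peak bins; the cause was not tested. The LPS to UT ratio was 1.21, 1.27, 1.04, 1.68, 1.33, 2.32 and 1.13 in p30 and 0.455, 0.398, 0.672, 0.582, 0.812, 0.451 and 0.477 in p42, which kept both directions.

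Median distances kept their values, except in p30 UT, where 45 kb became 40 kb at a q-value under 0.001, a step of 1 bin. Median contacts per loop rose where weak loops were left out: in lists of equal size to 21 in p30 LPS and 29 in p42 UT, and over loops in all 4 lists to 29 in p30 UT, 28 in p30 LPS, 39 in p42 UT and 27 in p42 LPS. The median log2 contact ratio over loops in all 4 lists was 0.39 in UT and -0.0525 in LPS.

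The share of the union that was common to both isoforms rose with 1 bin of slack to 65.4% in UT and 70.5% in LPS, and that common to UT and LPS to 71.2% in p30 and 66.9% in p42, so many list-specific bin pairs had a neighbouring pair in the other list. In lists of equal size the shares were 38.6% and 36.8% between isoforms and 37.3% and 40.6% between treatments. At a q-value under 0.001 the share was 31.8% between isoforms in UT, 37.3% between treatments in p30 and 32.7% in p42. With equal coverage of peak bins it was 32.2% between isoforms in UT, 34.4% between treatments in p30 and 37.6% in p42.

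The p42 to p30 ratio of genes with promoter loops was 1.13 in UT and 0.938 in LPS with the wider promoter window, where the LPS to UT ratio in p42 was 0.843. In lists of equal size the UT ratio reversed to 0.966 and the LPS ratio was 0.969, and the LPS to UT ratio reversed to 0.981 in p30 and was 0.985 in p42; list length accounts for this by construction. With equal coverage of peak bins the p42 to p30 ratio was 1.21 in UT and 0.985 in LPS, and the LPS to UT ratio was 1.11 in p30 and 0.90 in p42.

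Inflammatory genes kept their position above the range of random lists after LPS in all 6 alternatives, although in the lists as deposited their mean difference was -0.295. In UT they did so in 5 of 6 and fell to the percentile 79.5 in the lists as deposited, where the p42 list was the longest; the cause was not tested. AP-1 genes stayed inside the random lists throughout, on either side of their middle: in UT, where the mean difference was above 0 in all 6 alternatives, the percentile was 44.8 in the lists as deposited and 13.3 with equal coverage of peak bins, and after LPS it was 44.8 for shares of contacts and 28.5 with 1 gene per 1 Mb window. The cause was not tested. Among values that are not the main answer to a comparison, 31 moved, 9 became weaker and 40 did not change; the 9 were all for ribosomal protein genes. After LPS these lay inside the random lists in 4 of 6 alternatives, at the percentiles 2.91 for shares of contacts, 11.6 matched on start-site bin coverage, 4.3 with equal coverage of peak bins and 6.08 with 1 gene per 1 Mb window. Their gain with LPS in p30 was inside the random lists in 5 of 6, at 82.2 with the wider promoter window and 96.6, 91.6, 94.6 and 97.1 in the order above.

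The depth limits comparisons of single loops. All listed loops together had a median of 19 or 20 contacts. Over the loops shared by both lists of a comparison, the counting error of a log2 ratio was 0.43 to 0.44. The spread between these shared loops was 0.44 in UT and 0.41 in LPS for the isoforms. For LPS it was 0.39 in p30 and 0.41 in p42.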

Other observations

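The tests of peak flags, of the number of tested pairs, with equal coverage of other bins and of the enrichment of peak bins for the longer p42 UT list were chosen after the result was seen. The other tests in this part were written down before their outcome was known, on patterns that had been noticed in the same data.

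The p42 UT list held 1.97 times as many loops as the p30 UT list. That is a larger difference than the study described for the number of interactions. The number of modelled contacts as the whole cause is argued against by a ratio of 2.01 when it was made equal, and coverage of peak bins by a ratio of 1.72 when it was made equal. With equal coverage of other bins the ratio of loops was 3.17, a setting that does not separate depth from enrichment. Different peaks given to the caller are excluded for the 44910 bins in both lists, of which 0 carried different flags. More tested pairs are excluded too, since p42 UT had 0.934 times the tested pairs of p30 UT. Higher enrichment of peak bins over other bins stays open: all 4 lists had the same rank in loops per modelled contact as in the ratio of peak to other bin coverage. Merged into clusters, the excess was 1.39, so part of it may be a denser listing of neighbouring bin pairs around the same regions. Library quality and a biological effect of p42 in untreated cells cannot be told apart here.

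Change in contacts followed change in coverage. The correlation of the log2 contact ratio with the coverage ratio of the 2 bins was at least 0.538 in UT and LPS, and against 581 loops higher in p42 UT and 179 higher in p30 UT, 7 and 2 were higher beyond the caller's expected counts. At these 31032 loops in all 4 lists, 14.5% of the union, the data are consistent with contact differences between isoforms that mostly go with H3K27ac coverage. Loops missing from a list, where a gain or loss of contacts would show, could not be tested. A change in contacts also adds to coverage, so the order of cause and effect is not given by this test.

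The difference in coverage between the p42 and p30 lines was the most repeatable signal. Its Pearson r between UT and LPS, which share no library, was 0.554 (Spearman rho 0.458) across 31321 peak bins, against 0.28 (rho 0.184) for the LPS effect between p30 and p42. Bins are not independent replicates. UT and LPS libraries came from the same p30 and p42 lines, so a lasting line difference not due to the isoform would repeat as well. Motifs were searched in the 2000 bins with the highest p42 to p30 ratio under both treatments, in 20 classes of GC content. The C/EBP palindrome TTRCGYAA was in 4.60% of these bins, against 3.2% (SD 0.377) of matched bins, a percentile of 99.98, and its rearranged control TARCGYTA was at 16.9. The composite C/EBP-ATF4 motif TGATGCAA was in 15.5% against 11.7% (SD 0.692), a percentile of 100; its rearranged control AAGTGCTA was not enriched but was low, at 0.030, so composition was not fully matched. The AP-1 motif TGASTCA was in 62.9% against 61.3% (SD 1.05), a percentile of 94.1, and its reversed control ACTSAGT was at 32.8. In the 2000 bins with the lowest ratio AP-1 was at 99.8 and its control at 89.5, C/EBP at 3.7 and its control at 61.0, and C/EBP-ATF4 at 8.3 and its control at 67.7. A hypothesis is that bins with more H3K27ac in p42 cells may be bound through C/EBP and C/EBP-ATF4 sites. For AP-1 the share was inside the matched bin sets where p42 was higher, though a small excess is not excluded. The motif was in 61.3% of matched bins and its reversed control in 60.9%. Presence in a 5 kb bin can thus hardly show or exclude a link to p42. The study searched narrower H3K27ac peaks outside promoters. It found the composite C/EBP and AP-1 motif enriched where p30 was lower, and AP-1 motifs at inflammatory enhancers not induced in p30. Where p30 was higher the AP-1 share was above the matched bin sets, but its control leaned the same way.

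In lists of equal size, inflammatory genes had more promoter loops in p42 than in p30 after LPS; in the lists as deposited the mean difference was -0.295, still above random lists. A few gene clusters do not account for it, since with 1 gene per 1 Mb window the list stayed above 100% of random lists. Coverage is a candidate explanation: the start-site bins of the list also gained coverage in p42 LPS relative to p30 LPS, by 0.13 on the log2 scale, above 100% of random lists. Whether it is the whole cause stays open. Among 6913 genes matched on the change in coverage the list was at the percentile 97.56, a borderline value within the error of 10000 random lists, and in UT at 99.2. The match held 125 inflammatory genes after LPS and 128 in UT, since coverage is known only for start-site bins with a loop in both lists. Genes with promoter loops in a single isoform were thus left out, and the match does not speak for them. Granulocyte genes matched in this way were inside the random lists, at 96.9 in UT and 92.4 after LPS. The excess was not limited to inflammatory genes. Granulocyte genes, none of them in the inflammatory list, had 1.95 more promoter loops per gene in p42 LPS (19 genes, above 100% of random lists) and 2.84 more in p42 UT. Their start-site bins had 0.48 higher log2 coverage in p42 LPS and 0.49 in p42 UT. Erythroid and megakaryocyte genes were at the percentile 94.8 after LPS and 16.9 in UT, and the coverage of their start-site bins was at 40.6 and 9.85, all inside the random lists. A shift of every lineage list was thus not seen, but the value after LPS is near the limit and leaves it open. The p42 excess at inflammatory genes might thus be part of a wider myeloid pattern that is present before LPS. Expression was not analysed here, and no test separates this from a specific effect on inflammatory genes.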
